A study of Mus musculus with 6 samples.

How the data were processed

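Messenger RNA of R1 mouse embryonic stem cells, an established embryonic stem cell line, was sequenced in 6 libraries. Per the labels, total RNA was purified with an RNeasy kit and libraries were made with a KAPA mRNA HyperPrep kit. The samples fall into 2 groups, FGF2 for 24 h and FGF2 for 48 h, each with 3 replicates numbered in the sample titles. The labels do not say whether the replicates were separate cultures. Libraries of cells kept in the starting medium, or moved to the new medium without FGF2, were not analysed here, so no result separates the effect of FGF2 from that of the change of medium or of time in culture.

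The authors' deposited table holds estimated counts per gene from RSEM, per its own name, with 1 column per sample and 51912 Ensembl gene identifiers. The values were not scaled for depth or gene length. RSEM divides reads that map to several genes between them, so its counts need not be whole. The version, the aligner, the genome build, the annotation, the use of strand and any filter are not stated in the labels or in the table. Every column name was identical to 1 sample title, and 0 columns were left without a sample. No row lacked a gene identifier. Gene symbols came from a GENCODE M21 name table, which matched 51633 of the identifiers. The other 279 identifiers held at most 0.05% of the counts of any library. Because the table holds no positions and its build is not stated, no genomic coordinates are given.

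The estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (default minimum count of 10), which left 14889 genes. Libraries were scaled by TMM, and the time points were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16, R 4.3.3) with group as the only term. All p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called changed. Fold changes are 48 h over 24 h on the log2 scale. The standard error of a fold change was taken as its size divided by the square root of the F statistic. CPM values are counts relative to the TMM-scaled library total and are given as mean ± SD. The principal components were computed on log2 CPM with a prior count of 2.

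The model, the marker lists and the rule for naming genes were fixed before the data were examined. The rule names the 5 genes with the largest increase and the 5 with the largest decrease among changed genes with a known symbol, a mean of at least 5 CPM and no overlap between the values of the 2 groups. Any gene of the 8 marker lists may also be named. Some genes that the rule or the lists would name are not reported here, though they count in all totals. The lists hold 88 genes for naive, general, and formative or primed pluripotency, FGF-ERK feedback and targets, WNT targets, primitive streak, neural cells and primitive endoderm. No gene is in more than 1 list. Lists with at least 3 tested genes were tested with camera (limma 3.58.1) with a preset correlation of 0.01 between genes, two-sided, adjusted over the lists tested. A test of the primitive streak list was planned but not made, since 1 of its genes was tested. The minimum of 3 genes was not part of that plan and was set later.

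On simulated counts with the real means, library sizes and trended dispersions, in which 200 of 14889 genes were changed, the test recovered 89.9% of genes changed by at least 0.5 on the log2 scale and 43.6% of genes changed by 0.25. It called 154 genes, of which 5 were unchanged. With the more variable gene-by-gene dispersions it called 170 genes, of which 16 were unchanged, a larger share than the adjusted p allows. An earlier draw of that kind exceeded the limit first set for such false calls, and the limit of the simulation check was then raised, while the test itself was left as it was. The real comparison called 9345 genes, so its threshold on the unadjusted p was looser and the recovery rates do not carry over to it. Nor does a simulation with so few changed genes show how TMM scaling behaves when most genes change.

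Alternatives were RLE, upper quartile and no scaling beyond library size, 2 other filters on low counts, DESeq2 1.42.0, limma voom, unrounded counts, the replicate number as a block, a stricter threshold, a test against a fold change (glmTreat), other list tests and leaving out each library in turn. Added after the data were seen were a fit on genes with whole-number counts only, an offset for GC content and transcript length, thinning of all libraries to the lowest total, and removal of the 100 most abundant genes.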

Results

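To follow the transcriptional response of pluripotent cells to FGF signalling, R1 mouse embryonic stem cells were taken from the naive state, which is held by 2iLIF medium (inhibitors of MEK and of GSK3 with the cytokine LIF), into N2B27, a serum-free medium, with FGF2 at 100 ng/ml. Messenger RNA was sequenced after 24 h and after 48 h, with 3 replicates at each time. The 24 h libraries held 19574969, 20077952 and 23133148 estimated counts. The 48 h libraries held 22148474, 22348053 and 22733458. Between 20845 and 21198 genes had at least 1 count in a library. The 10 most abundant genes took between 5.34% and 5.9% of the counts. Mitochondrial genes, taken as those with symbols starting with mt-, took 3.13% ± 0.056 (SD, n = 3) of the counts at 24 h and 2.83% ± 0.095 (SD, n = 3) at 48 h. Any of their reads counted to similar genes under other symbols are left out. The shares at the 2 times did not overlap. A two-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries can give.

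The replicates were first compared with each other, since their spread sets the size of change that can be detected. Spearman correlations of log2 CPM across genes lay between 0.9965 and 0.9968 for the 6 pairs of libraries within a time point and between 0.973 and 0.9754 for the 9 pairs across time points. A chi-square test of the counts of each pair of replicates gave between 1.84 and 2.29 per degree of freedom, so each pair differed by more than counting noise. The 6 libraries were counted as separate replicates, as the labels name them. Medians of the variance between replicates over the Poisson variance are scaled by the median that Poisson counts would give, here and below. For genes with a mean count between 20 and 1000, the median variance between replicates was between 1.33 and 1.41 times the Poisson variance, and between 1.196 and 1.335 times for the genes among them with whole-number counts. It rose to 1.87 times at 24 h and 1.98 times at 48 h for genes with 3000 to 10000 counts. The common biological coefficient of variation in the edgeR fit was 2.32%. The first principal component separated the time points and held 75.5% of the variance, against 6.6% for the next one. Restricting the genes to those with at least 10 counts in every library moved this share most, to 85.2%.

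**Figure D1:**
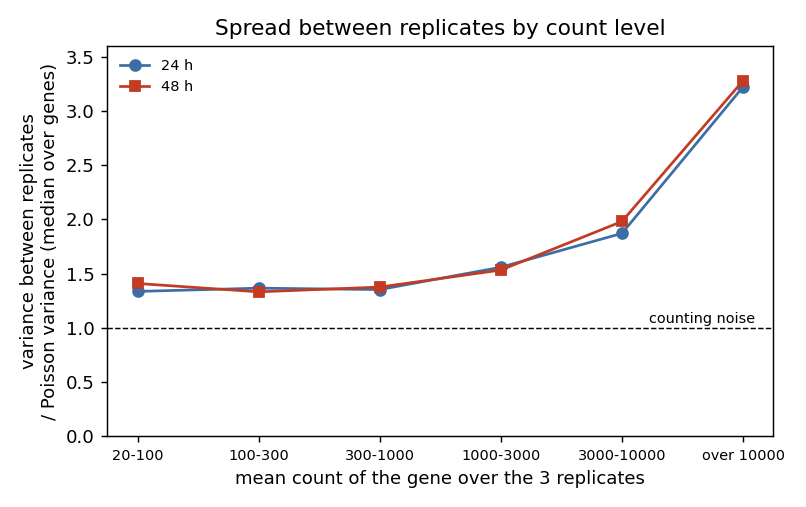
Variance between the 3 replicates of a time point divided by the Poisson variance, as the median over all genes (vertical axis, no unit), against the mean count of the gene (horizontal axis, classes). Each median is relative to the median that Poisson counts would give. Points are the 24 h (circles) and 48 h (squares) groups and the dashed line is counting noise alone; both groups stay between 1.33 and 1.41 up to 1000 counts and reach 3.22 and 3.28 above 10000 counts.

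The question of which genes change between the first and the second day of FGF2 was addressed by comparing the 48 h with the 24 h libraries. Of the 14889 genes tested, 9345 (62.8%) changed at an adjusted p under 0.05 in edgeR's quasi-likelihood test. Of these, 4600 were higher at 48 h and 4745 were lower. Most of the changes were small. For 60.3% of the changed genes the log2 fold change was under 0.5 in size, for 21.8% it was between 0.5 and 1, and for 17.9% it was at least 1. The median size was 0.39. At least 2-fold changes were fitted for 1671 genes, 684 higher and 987 lower, and at least 4-fold changes for 436 genes, 192 higher and 244 lower. The values of the 2 groups did not overlap for 9966 of the tested genes (66.9%), where chance gives 10%. The count of changed genes moved most with a threshold of 0.01, which left 7810 genes. The count of genes changed at least 2-fold moved most when the test itself was made against a 2-fold change, which left 846 genes. With library size as the only scaling, 39.9% of the changed genes were higher at 48 h, against 49.2% with TMM.

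Among changed genes with a mean of at least 5 CPM, the largest increase was that of Tal2 (ENSMUSG00000028417), from 0.238 ± 0.063 to 15.2 ± 1.13 CPM (SD, n = 3 at each time). Its log2 fold change was 5.98 with a standard error of 0.18 (adjusted p = 2.58e-14). It rested on 4 to 6 counts in each 24 h library. Cxcl12 (ENSMUSG00000061353) rose from 0.728 ± 0.375 to 39.5 ± 1.6 CPM, a log2 fold change of 5.77 ± 0.13 (standard error; adjusted p = 1.44e-15). Vrtn (ENSMUSG00000071235) rose from 1.92 ± 0.48 to 75.8 ± 2.23 CPM, a log2 fold change of 5.32 ± 0.08 (adjusted p = 1.38e-17). Zfp608 (ENSMUSG00000052713) and Insm1 (ENSMUSG00000068154) followed with log2 fold changes of 4.84 and 4.72.

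The largest decrease was that of Gjb5 (ENSMUSG00000042357), from 15.4 ± 1.89 to 0.759 ± 0.246 CPM (SD, n = 3), a log2 fold change of -4.34 with a standard error of 0.17 (adjusted p = 9.32e-13). Msc (ENSMUSG00000025930) fell from 17.03 ± 3.06 to 0.897 ± 0.191 CPM (log2 fold change -4.24, adjusted p = 2.66e-12). Slc15a1 (ENSMUSG00000025557) fell from 28.9 ± 1.38 to 2.16 ± 0.17 CPM (log2 fold change -3.74, adjusted p = 3.81e-15). All of these named genes are protein-coding in GENCODE M21 and had whole-number counts in every library, so their counts show no reads divided between genes. Exons of Zfp608 and Msc overlap those of non-coding genes on the opposite strand in that annotation, and the use of strand in the counting is not stated. Each of these named genes kept its direction and an adjusted p under 0.05 in those of the 15 alternative fits with single-gene values that tested it. Tal2 and Cxcl12 were not tested with the filter of at least 10 counts in every sample.

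**Figure D2:**
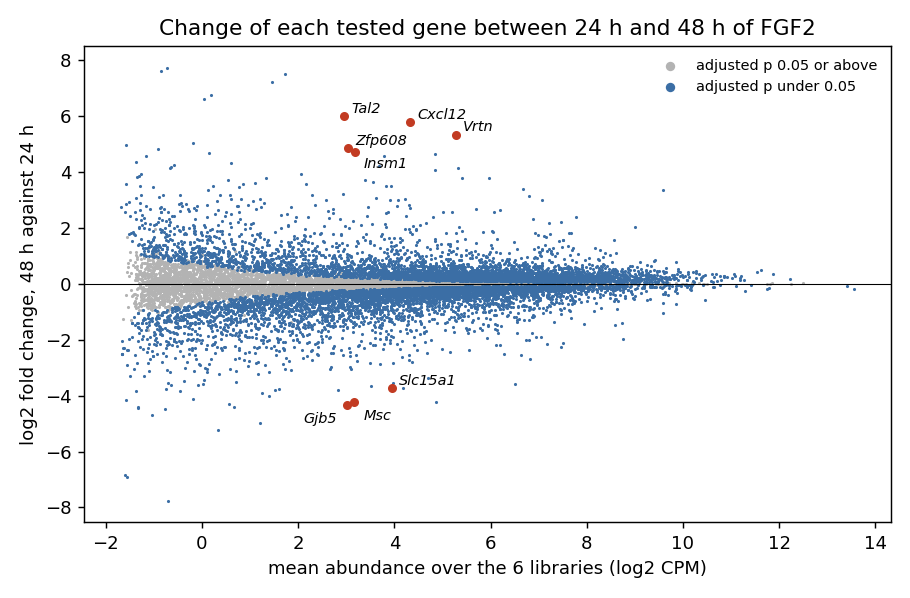
Log2 fold change from 24 h to 48 h (vertical axis) against mean abundance over the 6 libraries (horizontal axis, log2 CPM) for the 14889 tested genes. Blue points have an adjusted p under 0.05, grey points do not, and the named genes are in red, from Tal2 at 5.98 to Gjb5 at -4.34.

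Marker lists were then used to ask how far the cells had moved from the naive state. Of the 88 listed genes, 68 were tested, and 60 changed at an adjusted p under 0.05 over all tested genes. With the p-values adjusted over the list alone, that is over the 68 genes, 61 changed. All 13 naive pluripotency genes changed, 12 of them downward, with a median log2 fold change of -1.64 (camera adjusted p = 4.33e-53). That value rests on the preset correlation of 0.01. The adjusted p was 0.0068 when camera estimated the correlation between genes from the data. Tbx3 fell from 166.8 ± 15.3 to 14.03 ± 0.72 CPM (SD, n = 3), a log2 fold change of -3.57 ± 0.07 (standard error; adjusted p = 1.09e-16). Nanog fell from 694.7 ± 24.6 to 174.4 ± 6.47 CPM (log2 fold change -1.99 ± 0.03, adjusted p = 4.72e-18). Prdm14, Tcl1, Tfcp2l1 and Klf4 had log2 fold changes of -2.53, -2.45, -2.25 and -2.17. Nr0b1 changed least among those that fell, at -0.36. Dppa3 was the exception and rose from 2.40 ± 0.47 to 3.68 ± 0.27 CPM (log2 fold change 0.63 ± 0.17, adjusted p = 0.00366). Dppa3 and Tfcp2l1 had fractional counts, so their values are uncertain by the reads divided between similar genes.

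All 13 formative and primed pluripotency genes rose, with a median log2 fold change of 2.02 (camera adjusted p = 2.74e-53). With the correlation between genes estimated from the data, the camera adjusted p was 0.00485. Fgf5 rose from 2.25 ± 0.52 to 55.1 ± 1.56 CPM (SD, n = 3), a log2 fold change of 4.63 ± 0.09 (standard error; adjusted p = 1.19e-16). Grhl2, Pou3f1 and Fgf15 had log2 fold changes of 4.13, 3.79 and 3.69. The DNA methyltransferase genes Dnmt3b and Dnmt3a rose from 137 ± 10 to 1390 ± 14.9 CPM and from 204.7 ± 19 to 827.6 ± 21.2 CPM. Otx2 rose from 58.9 ± 3.76 to 195.7 ± 3.95 CPM. Dnmt3b had fractional counts. Of the 7 general pluripotency genes, 5 rose and 2 fell. The camera adjusted p was 8.4e-06, and 0.0303 with the estimated correlation. The median log2 fold change of the 7 genes was 0.37. Lin28a rose by 1.55 on this scale. Pou5f1 changed from 1111 ± 1.99 to 1058 ± 15.2 CPM (log2 fold change -0.07 ± 0.02, adjusted p = 0.00066) and Sox2 from 402.8 ± 7.27 to 311.6 ± 5.66 CPM (log2 fold change -0.37).

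Of the 15 FGF-ERK feedback and target genes, 14 were tested and 10 changed, 8 upward and 2 downward. With adjustment over the 68 tested genes of all lists 11 changed. Dusp4 rose from 16.1 ± 1.44 to 65.5 ± 1.55 CPM (SD, n = 3), a log2 fold change of 2.03 ± 0.05 (standard error; adjusted p = 6.39e-15). Spry4, Spred1, Dusp5, Spry2 and Dusp6 rose by 0.66, 0.61, 0.59, 0.59 and 0.39. Etv4 fell (log2 fold change -0.34 ± 0.05, adjusted p = 1.1e-05). Etv5, the most abundant of the list, changed by 0.08 ± 0.02 (adjusted p = 0.0007), which became 0.02 (adjusted p = 0.439) with library size as the only scaling, with a range from 9.64e-06 to 0.439 over the alternatives. Its counts were fractional. Fos and Egr1 were near 1 CPM or below at both times and did not change detectably (adjusted p = 0.833 and 0.375). The list had a median of 0.19 and a camera adjusted p of 0.0123, which was 0.08 with a correlation between genes estimated from the data. Over the alternatives the adjusted p ranged from 2.92e-05 to 0.08. The lowest value came from another list test, fry, and the lowest from camera was 0.000938. The median of the list was 0.30 without replicate 1 of 24 h and also without replicate 3 of 48 h.

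The 6 tested WNT target genes moved in both directions. Lef1 rose from 22.8 ± 2.82 to 198.8 ± 3.07 CPM (SD, n = 3; log2 fold change 3.13 ± 0.05, adjusted p = 1.6e-17) and Nkd1 rose by 1.01, while Notum and Axin2 had log2 fold changes of -1.18 and -1.05. Of the 8 tested neural genes, 4 rose, with log2 fold changes of 1.86 for Zic1, 1.61 for Sox11, 1.56 for Pax6 and 1.31 for Sox1. Another 3 fell, which were Zfp521, Tubb3 and Nes, with log2 fold changes of -0.86, -0.53 and -0.19. The counts of Tubb3 were fractional. Nes lost its call without replicate 2 of 48 h (-0.14, adjusted p = 0.0949) and without replicate 3 of 48 h (-0.16, adjusted p = 0.0652). Of the 6 tested primitive endoderm genes, 4 changed. Lama1 fell from 43.1 ± 3.39 to 10.8 ± 0.11 CPM (log2 fold change -2.0, adjusted p = 1.27e-13), Gata4 and Col4a1 also fell, and Lamb1 rose by 0.14. Lamb1 lost its call without replicate 3 of 48 h (0.10, adjusted p = 0.0587). The camera adjusted p-values of the WNT, neural and primitive endoderm lists were 0.0343, 0.0151 and 0.0349. With the estimated correlation they were 0.104, 0.104 and 0.193, so these lists did not stand apart from other genes under that setting, whereas the naive, formative and general pluripotency lists did (adjusted p = 0.0068, 0.00485 and 0.0303). Over the alternatives the adjusted p reached at most 0.554 for the WNT, 0.195 for the neural and 0.193 for the primitive endoderm list, and at most 0.0068, 0.00485 and 0.0328 for the naive, formative and general lists. Under fry, which tests for a shift in one direction without comparing a list with other genes, all 7 lists passed (adjusted p of at most 0.000205). Since 62.8% of all tested genes changed, such a pass does not set a list apart from other genes. In the primitive streak list only Eomes was tested, with a log2 fold change of -0.29 ± 0.08 (adjusted p = 0.00705). The other 10 genes of that list had between 0 and 11 counts in a library, too few to test at this depth. Of the marker genes named above, Tbx3, Lin28a, Grhl2, Pou3f1, Fgf15, Dnmt3a, Otx2, Pou5f1, Dusp5, Lef1, Notum, Axin2, Zic1, Col4a1 and Eomes share exon sequence with a gene on the opposite strand in GENCODE M21, so their counts can include its reads if strand was not used.

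**Figure D3:**
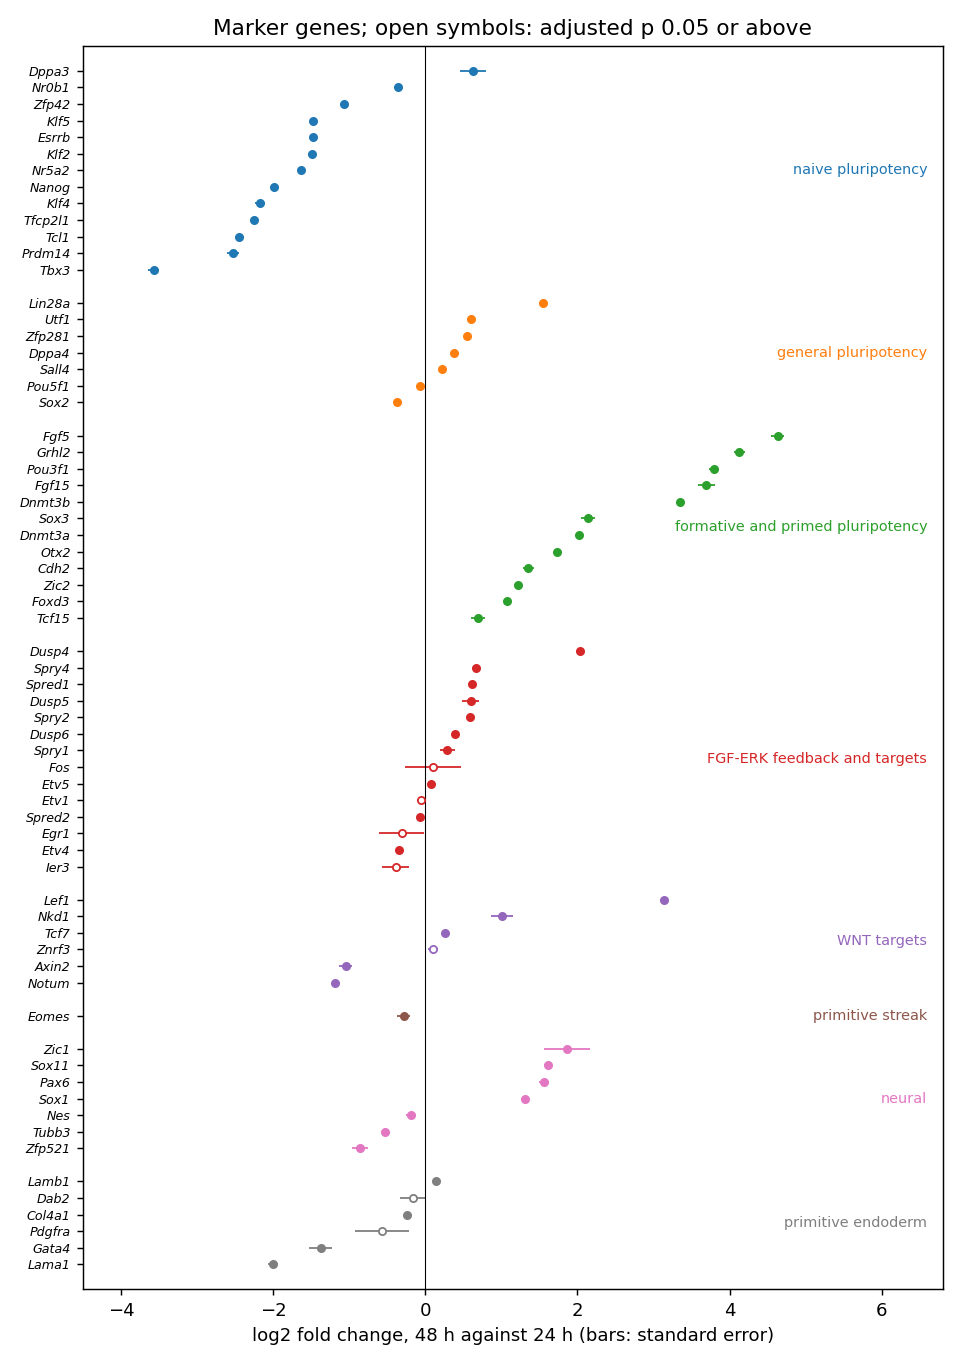
Log2 fold change from 24 h to 48 h (horizontal axis; bars are standard errors) of the tested marker genes that are reported, grouped and coloured by list. Filled symbols have an adjusted p under 0.05; 12 of 13 naive genes lie left of 0 and the formative and primed genes shown lie right of it.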

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

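The count of changed genes and its split by direction stayed within 1.5 times of the values above in every fit. It was between 7810 genes at a threshold of 0.01 and 9792 genes when every gene with a count was tested. Leaving out 1 library gave from 8737 to 8904 genes. Scaling by RLE called 9330 genes, of which 9238 were shared with the TMM fit, and scaling by library size alone called 9473, of which 8524 were shared. That last setting moved the median log2 fold change of all tested genes from -0.01 to -0.07, and with it the share of changed genes that were higher at 48 h from 49.2% to 39.9%. The direction of changes smaller than this shift depends on the scaling. DESeq2 called 8502 genes and limma voom 9322.

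The count of genes changed at least 2-fold fell from 1671 to 1071 with the filter of at least 10 counts in every sample, which removes genes that are near 0 at one of the times, and to 846 with glmTreat, which asks for evidence that the change exceeds 2-fold. It rose to 2206 when every gene with a count was tested. The share of variance on the first principal component was 70.4% with a prior count of 0.5 and 85.2% with at least 10 counts in every sample. The cause of these shifts was not tested.

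The naive, formative and primed, and general pluripotency lists kept their direction and an adjusted p under 0.05 in the 16 alternatives computed for lists, with the largest adjusted p at 0.0068, 0.00485 and 0.0328. The other lists kept their direction but not their call. With limma voom the FGF-ERK list had a median of 0.18 (adjusted p = 0.0572), the WNT list 0.18 (0.554), the neural list 1.004 (0.195) and the primitive endoderm list -0.43 (0.0914). With an estimated correlation the medians stayed at 0.19, 0.18, 1.002 and -0.41, with adjusted p of 0.08, 0.104, 0.104 and 0.193. Over the 16 alternatives the medians ranged from 0.13 to 0.30 (FGF-ERK), 0.12 to 0.22 (WNT), 0.56 to 1.15 (neural) and -0.57 to -0.24 (primitive endoderm). The filter of at least 10 counts in every sample, which leaves out low genes of the neural and primitive endoderm lists, took those 2 medians to 0.56 and -0.24. Across the fits that each left out 1 library, the WNT median ranged from 0.14 to 0.22 and the primitive endoderm median from -0.57 to -0.34. The FGF-ERK median of 0.19 became 0.30 without replicate 1 of 24 h and 0.30 without replicate 3 of 48 h. The WNT list lost its call without replicate 2 of 48 h (adjusted p = 0.0574), and the primitive endoderm list without replicate 1 (0.0522) or replicate 2 (0.0574) of 48 h.

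With the replicate block, 9235 genes changed, 9138 of them shared with the fit without it. The block left the WNT list at a median of 0.18 with an adjusted p of 0.086 and changed no other list's call and no call among the 78 single genes followed. The deviations of libraries of one number from their group means correlated at -0.05, -0.04 and -0.01 across genes, so no effect shared by libraries of one number was detected. A shared effect that is small beside counting noise would not show here, so pairing is not excluded.

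Of the values of single marker and named genes, 1141 kept direction and call, 18 lost the call, 3 gained it and 2 reversed. Both reversals were those of Fos, whose log2 fold change ranged from -0.16 to 0.35 across the fits that left out 1 library and which is not called in any of them. Library size as the only scaling changed the call of 6 genes, among which Spry1, Etv5 and Lamb1 lost it and Etv1 and Ier3 gained it. Leaving out replicate 3 of 48 h also changed 6, among which Spry1, Spred2, Nes and Lamb1 lost the call and Znrf3 gained it (0.16, adjusted p = 0.035). Spred2 (-0.07 with all libraries) lost its call in 6 settings. Depth limits the lists at their low end: 20 of the 88 listed genes had too few counts to be tested.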

Other observations

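The tests of the spread between replicates were chosen after that spread was seen. The other tests were set before their own outcomes, with 2 limits. For the removal of the GC and length trend, how to read a share between the 2 predicted ranges was settled after the share was seen. The GC test of neighbouring genes was added once their correlation was known.

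Only the real split of the 6 libraries into 3 and 3 gave as many changed genes, 1 of 10 splits, and with 10 splits the share cannot fall under 0.1. The other 9 splits gave 0 genes at an adjusted p under 0.05 and between 75 and 112 genes at an unadjusted p under 0.05, fewer than the 744 expected if no gene changed. These splits mix the time points, so a change between the times widens the spread within their groups and holds their counts down. The count of splits therefore says little about chance. In the real split 9833 genes had an unadjusted p under 0.05.

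The number of changed genes is large (9345 of 14889), and technical sources were tested. With all libraries thinned to the lowest total, 14497 genes were tested, and 96.7% of the changed genes among them were still called in the same direction. Of all 9345 changed genes, 8948 were called there. Without the 100 most abundant genes, 99.8% of the others were. Among genes with whole-number counts, whose reads were not shared with similar genes, 65.1% changed, against 53.7% of genes with fractional counts. These values argue against shared reads and the difference in depth, which was small, as the source. TMM already trims extreme genes, so the fit without the 100 most abundant genes says little about scaling. Scaling by library size alone shared 8524 of the 9345 calls. It took the share of changed genes that were higher at 48 h from 49.2% to 39.9%. The fold change fell with GC content (Spearman rho -0.182 across 14849 genes, which are not independent replicates) and hardly followed transcript length (0.046), and the fitted trend held 2.09% of the variance of the fold changes. With that trend removed by an offset, 85.0% of the changed genes kept their call and direction, which argues against it as the whole source but falls short of the 90% set beforehand for no role. The offset fit called 9287 genes, of which 8038 were among the changed genes and 7947 of these kept their direction. The 1398 genes that lost the call or reversed had a median change of 0.18 in size. Of the genes changed at least 2-fold, 99.2% were kept. Whether the GC trend in the small changes is technical stays open. A response of the cells to the second day in the new medium with FGF2 also stays open, since it was not tested apart from the medium.

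The spread between replicates was small, which lets small changes pass the threshold. Over all genes, the lowest median variance at any count level, scaled as above, was 1.333 times the Poisson variance. Among genes with whole-number counts it was 1.196 times, for 20 to 100 counts at 24 h. A variation of one relative size for every gene would make the excess over Poisson at 1000 to 3000 counts at least 10 times that at 20 to 100 counts. The excess was 1.46 times as large over all genes and 1.9 times over genes with whole-number counts (2.56 times at 24 h), which argues against such a variation as the whole source. The multiple itself rose by 1.13 times over all genes and by 1.18 times over genes with whole-number counts between these classes. It was higher above them, at 1.87 (24 h) and 1.98 (48 h) over all genes with 3000 to 10000 counts. Above 10000 counts it was 3.22 and 3.28 over all genes and 2.74 and 3.12 over genes with whole-number counts, so it was not constant. From 20 counts up, the median over genes with whole-number counts was 1.386 times (24 h) and 1.395 times (48 h) the Poisson variance. Over all genes it was 1.473 and 1.492 times. Whole-number counts show no divided reads, so these values argue against divided reads as the whole source of the excess. Fragments counted more than once and differences between cultures also raise the variance above Poisson, and the values do not tell them apart. Nor do they show whether the replicates were separate cultures, samples of one culture or one library sequenced more than once, which the labels do not say. If they were not separate cultures, the adjusted p-values describe those cultures and not the variation between experiments. Apart from variation of one relative size between cultures, no biological explanation was tested.

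Related genes were seen among those that changed strongly, which led to the question of whether neighbouring genes change together. Over 9103 pairs of neighbouring protein-coding genes (order from GENCODE M21, GRCm38; gene bodies not overlapping and at most 100 kb apart), the fold changes of the 2 neighbours correlated with a Spearman rho of 0.179. The largest value in 10000 shuffled orders was 0.045 (permutation p = 0.0001, two-sided, the smallest they can give). Of the 162 pairs in which both genes changed at least 2-fold, 80.2% changed in the same direction, where chance gives 52.7%. Reads shared between similar neighbours would remove the correlation in the 6596 pairs with whole-number counts and different symbol stems, where it was 0.178. Read-through from the upstream gene would remove it in the 2253 divergent pairs, where it was 0.227. A GC or length trend shared by neighbours would remove it after the offset, where it was 0.171. Pairs with one symbol stem had the highest value, 0.405 over 496 pairs, and convergent pairs the lowest, 0.111 over 2140 pairs. As a hypothesis, part of the response may be shared between neighbouring genes through common regulatory regions or open promoters. That was not tested, and the correlation is small, so most of the change of a gene is not told by its neighbour.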
